A study of Mus musculus with 6 samples. Its data were reported in "Targeting Parkin-regulated metabolomic change in cartilage in the treatment of osteoarthritis" (2024).

How the data were processed

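Articular cartilage of knockout (KO) and wildtype mice was profiled by RNA sequencing. The gene that was knocked out is not reported here. The series held 6 libraries, 3 labelled KO and 3 labelled wildtype, and the groups and replicate numbers were taken from the sample titles. Per the labels, mRNA was captured with oligo(dT) beads, fragmented and converted into strand-specific libraries whose adapters carried molecular identifiers, and paired reads of 150 bp were obtained on an Illumina NovaSeq.

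The authors deposited a single table with 34709 genes, each with Ensembl identifier, position, GO and KEGG annotation, an FPKM value and a count for each library. FPKM values (fragments per kilobase of transcript, scaled to the total of the library) were computed by the authors within each library, and no scaling between libraries was stated. The deposited counts behave as estimated counts: they were whole numbers as given, so no rounding was needed, but low values piled up at 4 (6596 values) against 3 (4170 values) and 5 (2332 values). A count was therefore not taken to be a single read pair. The aligner, the counting tool and the use of the molecular identifiers were not stated. Gene positions followed the GRCm38 assembly. All per-sample columns were matched to samples by name, and 0 were left unused.

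Total counts ranged from 52268311 to 63331135 per library. A count of 0 allowed, at a floor of 3 counts, up to 0.0574 CPM (counts scaled to the library total) in the shallowest library. This floor covers counting error alone. Of the genes, 1189 had no count in any library, 5195 carried a KEGG annotation and 25835 a GO annotation. Because 64 gene names were carried by more than 1 gene, rows were handled by identifier.

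Before replicates were averaged, each of the 15 pairs of libraries was compared. For every gene the squared difference of the scaled counts was divided by the value expected from Poisson sampling, and its median over genes, relative to that of a chi-square variable, was taken as the noise ratio in bins from 200 to 50000 counts. KO replicates 2 and 3 were found to differ far less than any other pair and were merged by averaging their counts (rounded) or FPKM. The comparison thus had 2 KO samples and 3 wildtype samples, 5 in all, where 3 against 3 had been foreseen. The tests, gene sets, marker lists, rule for naming genes and alternatives were fixed before the data were examined, except where stated. Merging was decided after seeing the data. The fit of the 6 libraries as labelled was added after seeing the data and is given beside the main results.

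The intended test was limma on log2(FPKM + 1), to be replaced if the authors had deposited counts. Since they had, edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM scaling was used, and limma (3.58.1) became an alternative. Genes with a mean of at least 0.5 FPKM over the libraries were tested, with 1 gene under that limit added beforehand, giving 15374 genes. P-values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p-value under 0.05 and an absolute log2 difference above 1. Standard errors were derived from the log2 difference and the F statistic. Log2 differences are KO minus wildtype.

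The 6 gene sets were glycolysis and gluconeogenesis, oxidative phosphorylation (OXPHOS) and mitophagy by the deposited KEGG annotation, chemokine activity by the deposited GO annotation, and cartilage matrix and matrix degradation by fixed lists. They were tested with camera (two-sided, preset inter-gene correlation 0.01), with adjustment over the 6 sets. The shift of a set is the mean log2 difference of its tested members minus that of the other tested genes. The score of a library is the same quantity on log2 CPM (prior count 2), set to 0 at the wildtype mean. KEGG over-representation used Fisher's exact test (one-sided), with 0.5 added to each cell for the odds ratio unless stated, on pathways with at least 10 tested genes, against tested genes with a KEGG annotation. A further 15 marker lists were tested: chondrocyte, B cell, erythroid, neutrophil and granulocyte precursor, T and NK cell, macrophage, skeletal muscle, adipocyte, osteoblast and osteocyte, osteoclast, endothelial, tendon and ligament, fibroblast, proliferation and sex-linked.

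Genes named in the text followed a rule. It took 15 genes whose transcript or protein the study followed, the 5 highest and 5 lowest called genes, replaced, if fewer than 10 genes were called, by the 10 genes with the smallest unadjusted p-values and a mean of at least 5 FPKM, and up to 3 members of each set with the smallest unadjusted p-values. Other genes named were chosen after their values were seen.

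The alternatives tried were pseudocounts of 1 and 0.1 FPKM with limma, no filter on low values, a minimum of 5 FPKM, median-of-ratios scaling, quantile normalization, array weights, DESeq2 (1.42.0), a replicate block, each library left out, and for the sets fry, an estimated correlation, fgsea (1.28.0, on z-scores of the edgeR p-values), fixed member lists and a background without marker genes. Added after seeing the data were the 6 libraries as labelled, counts divided by 4, and the joint removal of KO replicates 2 and 3. Quantile normalization, array weights and the replicate block are also not counted as planned in the form run. Quantile normalization and array weights were run with limma on log2(FPKM + 1). The replicate block was run on the 6 libraries, since the merged sample has no single replicate number. DESeq2 counts as planned for the number of genes, but not for the sets or single genes.

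The scripts were tested on simulated data. In these simulations a call was an adjusted p-value under 0.05 alone, without the fold-change limit. With 5 simulated samples and 15374 genes, 200 changed genes were drawn from those with a mean over 5 CPM. There edgeR recovered 96 of the 100 genes changed by 2 and 43 of the 100 genes changed by 1 on the log2 scale, with 12 false calls. Recovery of genes at lower levels was not simulated. Over 20 simulations of 15374 unchanged genes, the median number of calls was 1 with edgeR on 5 samples and 25.5 with DESeq2. When a simulated sample was counted 2 times in a 6-library fit, the median number of unadjusted p-values under 0.05 was 1639.5, against 724 for the 5 samples, and the median number of calls was 1 in both. For camera, 2 of 100 random sets of 45 genes had a p-value under 0.05 on simulated data with 15374 genes.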

Results

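To examine expression changes in articular cartilage of knockout (KO) mice, RNA-seq libraries of KO and wildtype mice were compared, with 3 libraries labelled for each group. The total count was 52268311, 63230848 and 63331135 in KO replicates 1, 2 and 3, and 57817677, 52698599 and 56555726 in wildtype replicates 1, 2 and 3. The 10 genes with the most counts took 15.3% of the counts in KO replicate 1, 8.46% and 8.50% in KO replicates 2 and 3, and 11.3%, 14.1% and 13.3% in the wildtype libraries. The labels gave no sequencing batch.

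The similarity of the libraries was examined first. KO replicates 2 and 3 had a Pearson's r of 0.994 across the log2(FPKM + 1) values of genes, whereas the other 14 pairs ranged from 0.959 (KO replicate 2 and wildtype replicate 1) to 0.980 (wildtype replicates 2 and 3). Genes are not independent replicates, so these values only describe the libraries. The noise ratio of KO replicates 2 and 3, which is 1 for Poisson sampling of single reads, stayed between 5.34 and 8.95 from 200 to 50000 counts. In the highest bin it was 8.95 for this pair, and from 348 (KO replicate 1 and wildtype replicate 2) to 3195 (KO replicate 2 and wildtype replicate 2) for the others. KO replicates 2 and 3 thus differed by more than Poisson sampling of single reads, but far less than any other pair, and they were counted as 1 sample as a precaution. All comparisons were therefore made between 2 KO samples and 3 wildtype samples. The first principal component, with 48.4% of the variance, placed KO replicates 2 and 3 at -33.9 and -33.8, the library labelled KO replicate 1 at 13.5, and the wildtype libraries between 16.1 and 20.2.

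**Figure D1:**
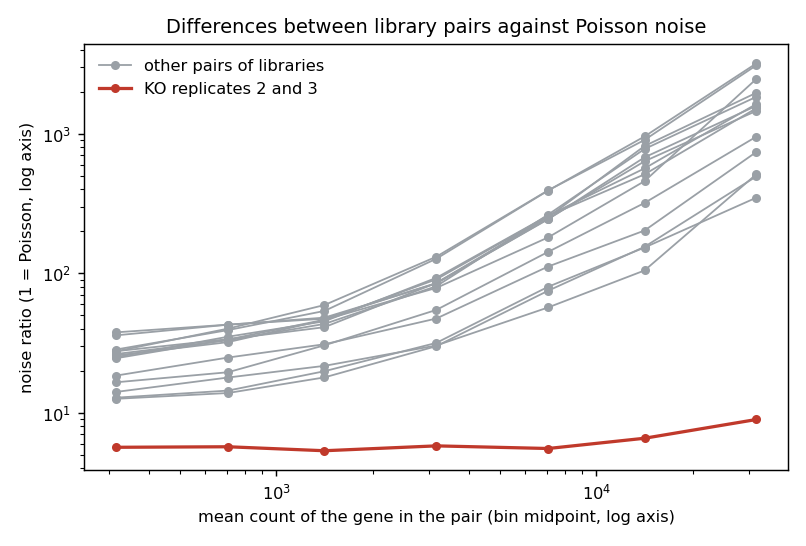
Noise ratio (squared difference over its Poisson expectation, log axis) against the mean count of the genes (bins from 200 to 50000 counts, log axis) for each of the 15 pairs of libraries. KO replicates 2 and 3 (red) stay between 5.34 and 8.95, while the other pairs (grey) rise to at least 348.

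Differential gene expression analysis was then performed to ask which genes changed in KO cartilage. Among 15374 tested genes, 0 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the lowest adjusted p-value was 0.105. At an unadjusted p-value under 0.05, 2106 genes were found (1173 higher and 933 lower in KO), where chance alone would give about 769. Of these, 107 were higher and 198 lower by more than 1 on the log2 scale. The count depended on how the libraries were treated. With the 6 libraries as labelled, 569 genes passed the adjusted threshold (378 higher and 191 lower in KO), and 64 upregulated and 76 downregulated genes also passed the fold-change limit. All 569 had an unadjusted p-value under 0.05 and the same direction in the 5-sample fit. The alternative that moved the count most was DESeq2 on the 5 samples, with 887 genes, of which 69 were upregulated and 119 downregulated by more than 1 on the log2 scale. These counts include the library labelled KO replicate 1, which lay near the wildtype libraries on the first principal component, as 1 of the 2 KO samples.

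The 10 genes with the smallest unadjusted p-values and a mean of at least 5 FPKM had adjusted p-values from 0.105 to 0.111 by edgeR, so none passed the threshold in the 5-sample fit, and all 10 passed it with the 6 libraries as labelled. In all 10 the samples of the groups did not overlap. Chance gives this for 20% of genes taken at random, a share that does not apply to genes chosen by p-value, so it adds no evidence. All 10 kept their direction with each library left out in turn, and 4 of the 10 belong to a list of B cell genes fixed beforehand. In KO, 6 genes were lower. Vpreb3 (chromosome 10, 75943057 to 75949657, GRCm38) had 10.7 ± 1.45 FPKM (SD, n = 2) in KO and 33.8 ± 1.11 FPKM (SD, n = 3) in wildtype, with a log2 difference of -1.63 (SE 0.181). Pou2af1 (chromosome 9, 51213708 to 51240080) had 10.2 ± 0.761 FPKM in KO and 23.6 ± 1.69 FPKM in wildtype, with a log2 difference of -1.19 (SE 0.127). Log2 differences were -1.35 for Dntt, -1.23 for Spib, -1.22 for Iglc3 and -1.20 for Cd72. Among the 4 higher genes, Prom1 (chromosome 5, 43993620 to 44101958) had 9.25 ± 1.90 FPKM in KO and 4.30 ± 0.315 FPKM in wildtype, with a log2 difference of 1.12 (SE 0.144). The immunoglobulin genes Igkv8-21, Igkv9-124 and Ighg2c had log2 differences of 2.49, 1.99 and 1.40. Immunoglobulin genes, Iglc3 included, have close paralogs between which counts could be split, so their values are uncertain.

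**Figure D2:**
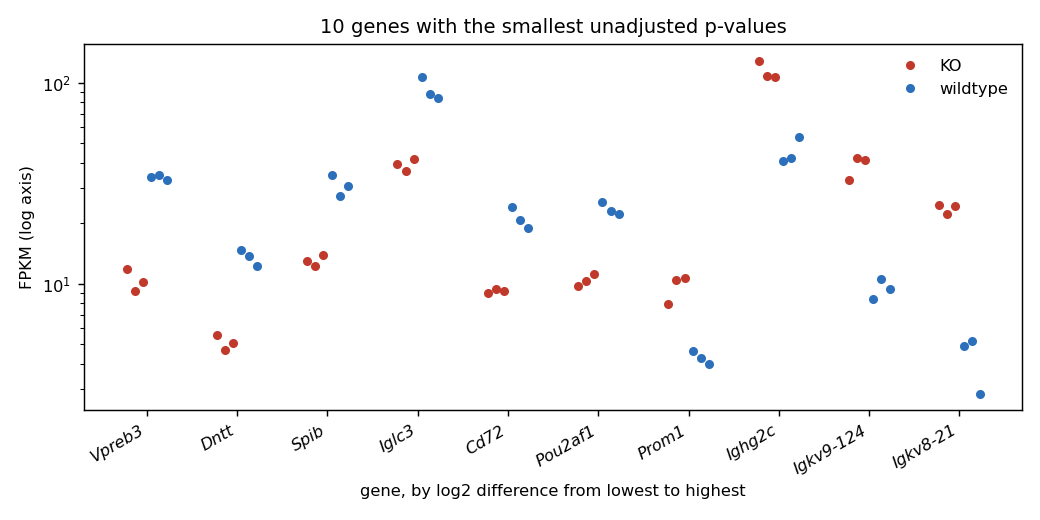
FPKM (log axis) in each of the 6 libraries for the 10 genes with the smallest unadjusted p-values and a mean of at least 5 FPKM (red for libraries labelled KO, blue for wildtype, replicates 1, 2 and 3 from left to right). In all 10 genes the 3 KO libraries lie on the same side of the 3 wildtype libraries, where KO replicates 2 and 3 count as 1 sample.

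Genes whose transcript or protein the study followed were examined next. Of the 15 genes, 10 were tested, and 0 passed the threshold when adjusted over the list alone (lowest adjusted p-value 0.0903) or over all genes, while 2 had an unadjusted p-value under 0.05. With the 6 libraries as labelled, 2 passed when adjusted over the list alone and 0 over all genes. Whether these genes were chosen on the same animals is not known, so the count over the list alone is not taken as independent evidence. Il1b had 23.9 ± 2.43 FPKM (SD, n = 2) in KO and 16.2 ± 2.03 FPKM (SD, n = 3) in wildtype, with a log2 difference of 0.58 (SE 0.163, adjusted p-value 0.203 by edgeR). Mmp3 had 0.756 ± 0.320 FPKM in KO and 1.76 ± 0.277 FPKM in wildtype, with a log2 difference of -1.18 (SE 0.390, adjusted p-value 0.258 by edgeR). Without KO replicate 1 the log2 difference of Mmp3 was -1.75. Across the fits that left out 1 library, or KO replicates 2 and 3 together, it ranged from -1.75 to -0.76. The log2 difference was -0.41 for Mmp13, -0.40 for Adamts5 and -0.35 for Col2a1, with adjusted p-values of 0.451, 0.477 and 0.596. Over the same fits, Mmp13 ranged from -0.55 to -0.23, Adamts5 from -0.54 to -0.21 and Col2a1 from -0.60 to -0.13. Acan (0.04), Sox9 (-0.03), Mki67 (-0.10), Ndufb3 (0.01) and Uqcrc1 (0.17) had log2 differences with adjusted p-values of at least 0.618, and the sign of the first 4 changed under other settings. For Acan and Sox9 the library labelled KO replicate 1 decided the value: Acan was at 22.8 FPKM there and at 13.2 and 13.7 FPKM in KO replicates 2 and 3, against 16.7 to 19.1 FPKM in wildtype. Without that library the log2 difference was -0.46 for Acan and -1.05 for Sox9. Across the fits that left out 1 library, or KO replicates 2 and 3 together, Acan reached 0.41 and Sox9 0.57. Il6, Il11, Ptgs2, Cxcl1 and Cxcl2 had mean levels under 0.5 FPKM and were not tested. Transcripts typical of bone marrow were abundant in every library, as given below, so these values are not those of chondrocytes alone. Mki67 was at 72.3 to 108 FPKM across the libraries, above Col2a1 at 12.4 to 21.3 FPKM. The granulocyte list was also higher in KO, so the difference in Il1b cannot be assigned to chondrocytes.

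To ask whether energy metabolism, mitophagy, chemokine and matrix genes moved as groups, 6 gene sets were tested with camera, adjusted over the 6 sets. The glycolysis set (45 of 52 annotated genes tested) was higher in KO, with a shift of 0.14 on the log2 scale and an adjusted p-value of 0.00363. Of its members, 29 were higher and 16 lower. The scores of the libraries overlapped between the groups, at 0.18, 0.10 and 0.07 in KO replicates 1, 2 and 3, and at -0.08, -0.03 and 0.11 in wildtype replicates 1, 2 and 3. Members with the smallest p-values were Acss1 (log2 difference -0.69), Aldh3b1 (0.73) and Adpgk (0.77). Without wildtype replicate 1, the shift was 0.09. The OXPHOS set (106 of 110 genes tested) showed no detectable shift (-0.004, adjusted p-value 0.510 by camera), and its score was 0.11 in KO replicate 1 and -0.13 and -0.12 in KO replicates 2 and 3. It was lower with quantile normalization, with a shift of -0.093 and an adjusted p-value of 0.00970, and without wildtype replicate 1, with a shift of -0.081 and an adjusted p-value of 0.0488. Among the OXPHOS members 36 were higher and 70 lower, and with the 6 libraries as labelled 28 were higher and 78 lower. Those with the smallest p-values were Atp6v0d1 (log2 difference 0.35), Ndufv3 (0.35) and Atp6v0c (0.27). The mitophagy set (55 of 56 genes tested) had a shift of -0.03 with an adjusted p-value of 0.397, and with quantile normalization a shift of -0.089 with an adjusted p-value of 0.0243. Without KO replicates 2 and 3 its shift was 0.040. Cited2 (log2 difference 0.44), Src (-0.40) and Bnip3l (-0.44) had the smallest p-values.

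The chemokine activity set (31 of 52 genes tested) was lower in KO, with a shift of -0.39 and an adjusted p-value of 0.00982 by camera. Of its members, 26 were lower and 5 higher. This rested on the merged sample, since the scores were -0.78 and -0.72 in KO replicates 2 and 3, and 0.04 in the library labelled KO replicate 1, within the wildtype range of -0.06 to 0.05. Without KO replicate 1 the shift was -0.90, and without KO replicates 2 and 3 it was -0.08. Cxcl12 had 103 ± 16.1 FPKM (SD, n = 2) in KO and 163.3 ± 21.7 FPKM (SD, n = 3) in wildtype. Among the other members with small p-values, CT868690.1 (-1.12) and Gm12407 (-1.90) belong to a cluster of near-identical chemokine copies, and their values are uncertain. The matrix degradation set (16 of 17 genes tested) was also lower, with a shift of -0.37 and an adjusted p-value of 0.00363. Its scores did not overlap, from -0.37 to -0.32 in KO libraries and from -0.13 to 0.24 in wildtype libraries. Without wildtype replicate 1, which had the highest score, the shift was -0.23. Adamts9 (log2 difference -1.01) and Adamts1 (-0.57) followed Mmp3 among its members. The cartilage matrix set (16 of 20 genes tested) had no detectable shift (0.10, adjusted p-value 0.921), with a score of 0.49 in the library labelled KO replicate 1 and of -0.49 and -0.40 in KO replicates 2 and 3. Without KO replicate 1 its shift was -0.45, and with the 6 libraries as labelled it was -0.050. Bgn (log2 difference -0.47), Chad (0.67) and Col9a2 (0.59) had the smallest p-values, and the latter pair fell under 0 without KO replicate 1. Bgn ranged from -0.62 to -0.14 over the fits that left out 1 library, or KO replicates 2 and 3 together. It was at 65.8, 36.2 and 34.3 FPKM in wildtype replicates 1, 2 and 3, and at 31.0 to 34.2 FPKM in KO libraries. None of the 3 camera calls held under fry (adjusted p-values of 0.235, 0.398 and 0.235 for glycolysis, chemokine activity and matrix degradation) or with an estimated correlation (0.362, 0.557 and 0.362).

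**Figure D3:**
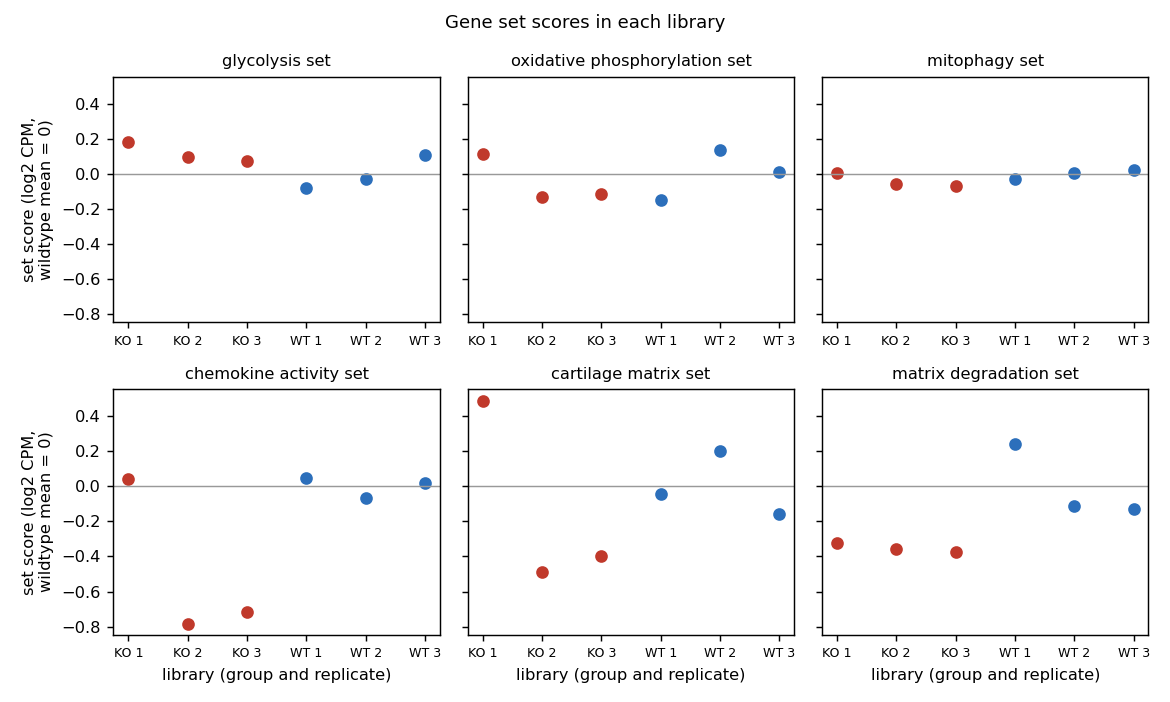
Score of each gene set in each library (mean log2 CPM, counts relative to the library total, of the members minus that of other tested genes, set to 0 at the wildtype mean, with 1 point per library, red for libraries labelled KO and blue for wildtype). KO replicates 2 and 3 lie together, and the library labelled KO replicate 1 lies apart from them in the chemokine activity set (0.04 against -0.78 and -0.72) and the cartilage matrix set (0.49 against -0.49 and -0.40).

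Finally, KEGG over-representation was used to ask whether metabolic pathways were enriched among changed genes. No test was possible with 0 called genes, so the 140 genes called with the 6 libraries as labelled were used, 46 of which had a KEGG annotation. The metabolic pathways term held 9 of these 46 genes, against 9.20 expected from its 823 genes among 4114 (odds ratio 1.01 with 0.5 added to each cell of the table and 0.972 with nothing added, p-value 0.589 and adjusted p-value 1 by one-sided Fisher's exact test). With genes taken at the adjusted p-value alone, 202 with an annotation, the term held 51 genes against 40.4 expected (odds ratio 1.38, p-value 0.0370, adjusted p-value 0.341). With the 10 annotated genes called by limma on log2(FPKM + 0.1) of the 6 libraries the odds ratio was 0.190, as none of them belonged to the term. Of 304 pathways, 3 had an adjusted p-value under 0.05. These were primary immunodeficiency (8 called of 30 genes, adjusted p-value 1.91e-07), hematopoietic cell lineage (9 of 76 genes, 1.50e-05) and B cell receptor signaling (7 of 68 genes, 0.000802). With genes taken at the adjusted p-value alone, 10 pathways passed. Among them were glycolysis and gluconeogenesis (9 of 45 genes, adjusted p-value 0.0118) and starch and sucrose metabolism (5 of 16 genes, 0.0231), and the other 8 included the 3 named above. If KO replicates 2 and 3 are a single sample, that fit counts it as 2.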

Values the study reported

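The study reported 296 upregulated and 744 downregulated genes in KO cartilage at a log2 fold change beyond 1 and a q-value under 0.05. Its gene set enrichment analysis gave a normalized enrichment score (NES) of 1.66 for glycolysis and gluconeogenesis (q = 0.038). For OXPHOS the reported score was −1.32 (q = 0.266). The mitophagy score was −1.12 (q = 0.564).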

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

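The number of genes with an adjusted p-value under 0.05 was 0 on the 5 samples and stayed at 0 with a minimum of 5 FPKM, median-of-ratios scaling, counts divided by 4, and the 4 limma fits (pseudocounts of 1 and 0.1 FPKM, quantile normalization, array weights), with 1291 to 2120 genes at an unadjusted p-value under 0.05. Without a filter, 21 genes passed, all with an absolute log2 difference above 1. With DESeq2, 887 genes passed, 188 of them with an absolute log2 difference above 1. Of the 887, 563 were among the 569 genes of the fit of 6 libraries as labelled, which called 140 genes with the fold-change limit. In simulations of unchanged genes DESeq2 made a median of 25.5 calls. The cause of the rest of the difference between the tools was not tested. Across the 5 fits that each left out 1 library and kept at least 2 samples per group, the number ranged from 0 to 1. The single calls, named after their values were seen, were Gm29253 without wildtype replicate 2 and Zc3h11a without wildtype replicate 3. No p-value is given without KO replicate 1 or without KO replicates 2 and 3, which leave 1 KO sample.

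The replicate block was fitted on the 6 libraries as labelled. It gave 0 genes with an adjusted p-value under 0.05, while 2809 had an unadjusted p-value under 0.05. Same-numbered libraries did not deviate together, as the correlations across genes of their deviations from the group means were -0.21, -0.18 and 0.0014 for replicates 1, 2 and 3. The replicate block left the camera calls of the 6 sets on the same side of the threshold. The cartilage matrix set changed sign, to -0.14 with the replicate block and to -0.050 with the 6 libraries as labelled.

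The glycolysis, chemokine activity and matrix degradation sets kept their direction under the alternatives run, but the size of the shift did not hold throughout. Without a filter, matrix degradation shrank to -0.023 (adjusted p-value 0.00614), chemokine activity was at -0.20 (0.00871) and glycolysis at 0.22 (0.00614). Their background there came from 33520 tested genes in place of 15374. All 3 lost the threshold under fry and with an estimated correlation, where the shifts of 0.14, -0.39 and -0.37 are the same and only the test differs. They also lost it with a minimum of 5 FPKM, at 0.12, -0.16 and -0.27, with 34, 8 and 10 members left to test. Over all alternatives their adjusted p-values ranged from 0.000597 to 0.362, from 0.000530 to 0.557 and from 0.000515 to 0.362. With each library left out in turn, the shifts ranged from 0.088 to 0.20 for glycolysis, from -0.90 to -0.31 for chemokine activity and from -0.44 to -0.23 for matrix degradation. The cartilage matrix set ranged from -0.45 to 0.19 in these fits, and was at 0.49 without KO replicates 2 and 3. It also changed sign with a minimum of 5 FPKM (-0.0063) and with quantile normalization (-0.043).

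OXPHOS ranged from -0.12 without KO replicate 1 to 0.057 without wildtype replicate 2, and was at 0.13 without KO replicates 2 and 3. It passed the threshold without wildtype replicate 1, at -0.081 with an adjusted p-value of 0.0488, and with quantile normalization, at -0.093, while over all alternatives the adjusted p-value ranged from 0.00970 to 0.973. It changed sign without a filter, at 0.28, and in the fits without KO replicate 2, wildtype replicate 2 or wildtype replicate 3 (0.0057, 0.057 and 0.00015). Mitophagy passed the threshold with quantile normalization, at -0.089, and its adjusted p-value ranged from 0.0243 to 0.944 over all alternatives. It changed sign without a filter, at 0.27, and without KO replicates 2 and 3, at 0.040, and ranged from -0.048 to -0.020 with each library left out in turn. Without a filter the background of other tested genes differed too, so a change of sign there need not come from the members of the set. The cause of these changes was not tested.

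Among 37 tested genes chosen by the naming rule, 20 of 656 comparisons with an alternative changed sign in a fit with a test, and all 20 belonged to Acan, Sox9, Mki67 and Ndufb3. Chad and Col9a2 also changed sign without KO replicate 1, a fit that leaves 1 KO sample and for which no p-value is given. Acan was at -0.11 with the 6 libraries as labelled, -0.17 with the replicate block, -0.0028 with a minimum of 5 FPKM, and -0.036, -0.040, -0.080 and -0.046 with limma (pseudocount 1, pseudocount 0.1, quantile normalization, array weights). In the same order of the first 6 settings, Ndufb3 was at -0.012, -0.0086, -0.038, -0.0089, -0.0090 and -0.057. With each library left out in turn, Acan ranged from -0.46 to 0.11, Sox9 from -1.05 to 0.11, Mki67 from -0.23 to 0.054 and Ndufb3 from -0.050 to 0.091. Of the other comparisons, 581 were the same, 40 passed the threshold where the 5 samples did not, and 15 moved by more than the spread. The odds ratio of the metabolic pathways term fell from 1.01 to 0.190 with the 10 annotated genes called by limma on the 6 libraries at a pseudocount of 0.1 FPKM, which held 0 of its genes against 2.00 expected. It rose to 1.38 with genes taken at the adjusted p-value alone. With all 15374 tested genes as the background it was 1.28 (p-value 0.335 by one-sided Fisher's exact test). There 4 pathways passed, cytokine-cytokine receptor interaction (adjusted p-value 0.0352) among them.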

Other observations

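The tests of library noise, of counting steps, of the position of KO replicate 1 and of the shared direction of marrow genes were chosen after the result was seen, and the others were written down before.

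KO replicates 2 and 3 differed far less than any other pair. Their noise ratio was 8.95 in the highest count bin, against at least 348 for the other pairs. A single cartilage sample behind both libraries is a candidate explanation, but this value restates the similarity and is no separate test of it, and single reads drawn from a single sample would give about 1. Part of the excess over 1 may come from counting in steps larger than a read pair, since the value 4 was 2.03 times as frequent as the mean of the values 3 and 5. Whether the pair are repeat libraries of the same RNA, pooled tissue or separate but similar animals stays open. In simulations without any change, counting a single sample as 2 raised the median number of unadjusted p-values under 0.05 from 724 to 1639.5 of 15374 genes. The median number of genes with an adjusted p-value under 0.05 was 1 either way, with at most 9 for the 5 samples and 13 for the 6 libraries. In these simulations, where genes vary independently, counting a sample 2 times did not give as many adjusted calls as the 569 of the 6 libraries as labelled. The simulations held no changed genes and no deviation shared by the genes of a sample. They therefore cannot exclude counting a sample 2 times as a source of the 569 calls.

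The library labelled KO replicate 1 lay nearer wildtype than KO replicates 2 and 3 on the first principal component, at 13.5 against -33.9 and -33.8, with wildtype between 16.1 and 20.2. A mislabelled wildtype sample was tested on 362 genes chosen from the other libraries alone. The library lay at a median position of 0.343 between wildtype (0) and KO replicates 2 and 3 (1), while wildtype libraries left out of the choice in turn lay at 0.0685 to 0.127. Its B cell list genes lay at 0.603 (14 genes). Phc3, chosen after its values were seen, was at 0.238 FPKM in this library, 0.470 and 0.554 FPKM in KO replicates 2 and 3, and 2.18 to 2.94 FPKM in wildtype. A mislabelled sample, a mixed sample and a knockout sample with other tissue content cannot be told apart from a single library.

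Transcripts typical of bone marrow were abundant in every library. Erythroid list genes took 2.34% to 9.71% of counts and granulocyte list genes 2.98% to 6.28%, against 0.373% to 0.785% for the chondrocyte list. S100a9 was at 11637 to 27817 FPKM and Hbb-bs at 9546 to 45387 FPKM, while the chondrocyte gene Prg4 was at 402 to 1034 FPKM. Marrow carried along with the dissected cartilage may be the source. Of the 21 chondrocyte list genes, 17 also belong to the 6 gene sets and 3 were followed by the study. The adipocyte list has 1 and the osteoclast list 2 genes in the sets, and the proliferation list 1 gene followed by the study. The B cell, erythroid and granulocyte lists share no gene with the other lists.

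The B cell list was lower in KO, with a shift of -1.29 (21 of 21 genes lower), and the granulocyte list was higher, with a shift of 0.90 (17 of 17 genes higher). Both held in each of the 3 libraries labelled KO. The erythroid list was lower, with a shift of -0.73 (18 of 18 genes). Its shift ranged from -1.06 to -0.43 over the fits that left out 1 library, or KO replicates 2 and 3 together. The most abundant B cell list gene, Ighm, moved little, at 607 to 986 FPKM in libraries labelled KO and 861 to 1060 FPKM in wildtype, while Cd79a was at 26.1 to 45.6 against 87.6 to 98.3 FPKM. Adjusted p-values by camera were 7.73e-51, 3.25e-25 and 3.98e-16, but genes of a cell type vary together, and under fry they were 0.0553, 0.142 and 0.378. With the 6 libraries as labelled, which may count a sample 2 times, the adjusted p-values under fry were 0.00744, 0.0283 and 0.114. A lower share of marrow in the dissected tissue would move these lists together, yet the granulocyte and B cell lists moved apart by 2.20, several times the spread between samples (pooled SD 0.243 and 0.180). GC content and transcript length left the B cell shift at -1.29. A different mix of marrow cells in the mice, by genotype, litter or health, or a different region of marrow sampled, stays open and could not be tested with these samples.

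Of the other lists, shifts with camera adjusted p-values under 0.05 were found for adipocyte (-2.81, 6.63e-08), macrophage (-0.35, 0.00200), osteoclast (-0.68, 0.00805), T and NK cell (-0.38, 0.0229), endothelial (-0.31, 0.0229) and skeletal muscle (-0.46, 0.0461), all with adjusted p-values of at least 0.399 under fry. No such shift was found for osteoblast and osteocyte (-0.31, 0.0794), chondrocyte (0.19, 0.623), tendon and ligament (1.01 from 1 tested gene, 0.351), fibroblast (-0.18, 0.642), proliferation (0.02, 0.855) or sex-linked genes (-0.04, 0.642). The osteoclast score was 0.72, -0.36 and -0.36 in wildtype replicates 1, 2 and 3, and -0.80, -0.33 and -0.34 in KO replicates 1, 2 and 3. Wildtype replicates 2 and 3 thus did not lie above KO replicates 2 and 3. The endothelial score of wildtype replicate 2 (-0.26) lay close to the KO libraries (-0.33 to -0.27). The muscle gene Pvalb was listed at 0 FPKM in KO replicates 2 and 3, at 49.8 FPKM in the library labelled KO replicate 1 and at 4.95 to 83.3 FPKM in wildtype.

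The glycolysis set was higher in KO by 0.14. Granulocyte content is a candidate explanation, as that list rose too. Removing the trend across genes on the contrast of wildtype replicate 2, where the granulocyte list was 0.46 higher, against the other wildtype libraries left the shift at 0.148. That contrast rests on 1 library, so granulocyte content and an effect of genotype cannot be told apart. Removing the trend on GC content and transcript length left 0.129, which argues against that trend as the whole source.

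Of the 10 splits of the 5 samples, 1, the real one, gave as many as 2106 genes with an unadjusted p-value under 0.05, and the others gave 215 to 1333. Of the 10 splits of the 6 libraries as labelled, 1, again the real one, gave as many as 569 genes with an adjusted p-value under 0.05. The split of KO replicate 1 with wildtype replicates 2 and 3 against the rest gave 0 such genes and 2795 at an unadjusted p-value under 0.05, against 3407 for the real one. With 10 splits the share cannot fall under 0.1, and the second count may include a sample counted 2 times.

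On the 5 samples, 0 genes were upregulated and 0 downregulated at the thresholds, with 2106 genes at an unadjusted p-value under 0.05. That is lower than the values quoted from the study above. With the 6 libraries as labelled, 64 genes were upregulated and 76 downregulated. These are lower than the values quoted from the study above. By fgsea, the adjusted p-values below were adjusted over the 6 sets, and how many sets were adjusted for in the study is not known here, so they are not like for like. The adjusted p-value was 0.000597 for glycolysis. That is lower than the value quoted from the study above. It was 0.368 for mitophagy. That too is lower than the value quoted from the study above. For OXPHOS it was 0.917. This is higher than the value quoted from the study above. With the 6 libraries as labelled, the adjusted p-value of OXPHOS was 0.112. That is lower than the value quoted from the study above. On which side of that value the adjusted p-value falls thus depends on how the libraries are counted. In the same fit it was 0.00125 for glycolysis and 0.209 for mitophagy. Both are lower than the values quoted from the study above. The NES of OXPHOS was -0.78. Its size is lower than the value quoted from the study above. With the 6 libraries as labelled it was -1.27. That is close to the value quoted from the study above. The NES of mitophagy was -1.12. That is close to the value quoted from the study above. The NES of glycolysis was 1.95, and 1.89 with the 6 libraries as labelled. Both are somewhat higher than the value quoted from the study above.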
